A study of Schizosaccharomyces pombe with 4 samples. Its data were reported in "Native elongating transcript sequencing reveals global anti-correlation between sense and antisense nascent transcription in fission yeast" (2018).

How the data were processed

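NET-seq libraries of wild-type *S. pombe* were analysed, 2 from RNA that came down with tagged RNA polymerase II (IP, nascent RNA) and 2 from total RNA taken through the same library protocol (input). Groups and replicate numbers were taken from the sample titles. The IP and input libraries share the numbers 1 and 2, and the titles are the source of the pairing.

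The authors trimmed adapters, mapped the 50-nt reads uniquely with Bowtie to the ASM294v2.30 genome, and normalized each library on its uniquely mapped reads. The deposited values are a signal: normalized read counts per annotated feature and strand, and the same values divided by feature length. How the authors counted a read that touches several features is not stated. The table has 19343 rows, of which 10204 are CDS segments. The analysis used 9111 units (protein-coding genes, annotated ncRNAs, nc-TUs from a later annotation, XUTs, and tRNA, snoRNA, snRNA, rRNA and pseudogene units), after 28 repeated pseudogene entries were left out. Of these units, 3167 (34.8%) share nucleotides with another unit on the same strand, so reads there can be counted more than once and their values are uncertain.

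In each library 100.0% of the values were whole multiples of the smallest value above 0, so whole reads were recovered. Signal was put on an RPKM scale with 1 common factor. That factor was set so that the library with the largest value per read has the smallest library total the study states. The absolute RPKM level, and any closeness of a median to one in the study, therefore rests in part on that anchor. The implied totals were 7100000 (the anchor, IP replicate 1) and 7117477 reads in IP, and 9082385 and 9823089 in input. In a library of that size 3 reads on a unit of 1 kb came to between 0.305 and 0.423 RPKM, and 3 reads was used as the floor. Intervals and floors cover counting error only, since reads carry no molecular identifiers.

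IP and input were compared by limma on log2(RPKM + 1) with a trend, over units with a read in at least 1 library, at a Benjamini-Hochberg adjusted p of 0.05. A fold change on this scale understates the change of low units. Because whole reads were recovered, edgeR's quasi-likelihood test and DESeq2 were run on them as alternatives: edgeR with TMM called 1312 units higher and 1312 lower. Classes of units or genes were compared by a rank-sum permutation test, relations by Spearman and Pearson permutation tests, and introns by a sign-flip test, all two-sided with 100000 resamples, for which 1e-05 is the smallest p. Units and genes are not independent replicates. Benjamini-Hochberg adjustment covered a family of 11 relations; 5 were in the design fixed before the data were examined, and the other 6 were added after the data were seen.

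The table gives no value for the antisense strand of a gene. The design's fallback was used: a gene had antisense signal when an annotated ncRNA, nc-TU or XUT on the other strand overlapped it by at least 50 nt and had a mean above 1 RPKM. A gene was convergent when another unit's 3' end on the other strand lay within 500 bp of its own. The table gives no intron value either, so intron-only reads were taken as gene reads minus the sum of CDS reads, in genes without an annotated UTR. It was inferred from the values that a read touching an exon was counted in it, so that short introns yield few intron-only reads. Introns of 30 to 50 nt gave 11.9% of the reads that exon density predicts. Those of 50 to 80 nt gave 23.7%, those of 80 to 120 nt 24.2%, and those of 120 to 400 nt 43.0%. GC content came from the RefSeq genome ASM294v3, where 2723 of 2726 single-segment CDS of the table (99.9%) were open reading frames; no coordinate was converted.

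The units named in the text were chosen by a rule fixed beforehand: 11 loci that the study shows or assays, the 5 largest increases and 5 largest decreases past the threshold with the same direction in both pairs and at least 1 RPKM in a group, and the 5 highest units in each group. Other named units were chosen after their values were seen.

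The alternatives tried changed the pseudocount, the filter on low values, the normalization, the test, the thresholds, the overlap definitions and the replicates used. Of 544 recomputed values, 199 came from alternatives added after seeing the data. Tests were tried on simulated data: limma recovered 98% of 200 changed units among 7400, edgeR 98.5% and DESeq2 93.5%. The simulated libraries had equal depth and no broad shift in composition, units with few IP reads were left out, and edgeR was run without TMM. These rates therefore do not show how the tests perform on IP and input libraries that differ in composition. With no effect simulated, the rank-sum test called 6% of comparisons of 1000 genes. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, Biopython 1.88, R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.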

Results

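Nascent and total RNA were profiled in wild-type *S. pombe* cells by NET-seq, which sequences the RNA held by elongating RNA polymerase II (RNAPII). There were 2 IP libraries of nascent RNA and 2 input libraries of total RNA. The implied depth was 7100000 and 7117477 reads in IP and 9082385 and 9823089 in input. The median protein-coding gene had 369 and 338 reads in IP, but only 17 and 35 in input, which limits the precision of any IP/input ratio.

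The libraries differed in composition. Reads of tRNAs made up 92.2% ± 3.22 (SD, n = 2) of input and 5.69% ± 0.141 (SD, n = 2) of IP. The snRNAs took 34.0% ± 0.692 (SD, n = 2) of IP and 0.309% ± 0.115 (SD, n = 2) of input. Protein-coding genes that overlap no small RNA took 48.5% ± 0.818 (SD, n = 2) of IP and 5.01% ± 2.36 (SD, n = 2) of input. These shares cover uniquely mapped reads only, so they do not give the composition of RNA in the cell. They are shares of the implied totals and not exact parts of a whole. In input replicate 1, 9105470 reads were counted in non-overlapping units, above the implied total of 9082385.

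The first comparison asked which units had more nascent than total RNA signal. Of 8912 units tested by limma, 8270 were higher and 82 lower in IP at the adjusted threshold. With the replicate number as a block, 8465 were higher and 79 lower, of which 8217 and 71 were also called without it. Replicate differences in IP and input correlated at r = 0.0593 over all units, 0.163 over protein-coding genes, and 0.284 over the 1547 protein-coding genes with at least 100 input reads. The split depended on the scaling. The authors' scaling put the median protein-coding change at 3.28 on the log2 scale; centring each library on its protein-coding median subtracts 3.51 from every change, after which 812 units were higher and 4870 lower. Of the units called under the authors' scaling, 4229 then had the opposite call. The same constant is taken from units with few reads, whose changes are small on the log2(RPKM + 1) scale. Quantile normalization gave 916 higher and 703 lower, edgeR with TMM gave 1312 and 1312, and DESeq2 gave 617 and 1091. The number of units higher in IP therefore describes shares of a library, not absolute amounts.

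By class, the median log2 change was 3.28 for protein-coding genes, 1.92 for annotated ncRNAs, 2.29 for nc-TUs and 1.70 for XUTs, the transcripts that accumulate without the Xrn1/Exo2 exoribonuclease. After centring, the medians of annotated ncRNAs, nc-TUs and XUTs turned negative (−1.59, −1.22 and −1.81), under quantile normalization they were −0.06, 0.18 and −0.03, and under edgeR with TMM they were 1.05, 1.49 and 1.54. For snRNAs the median was 6.62, and it was 3.11 after centring, 7.44 under quantile normalization, 2.52 under TMM and 2.46 under DESeq2. For tRNAs it was −0.78, and it was negative under those 4 scalings too. For snoRNAs the median was 1.25, and 0.39 under quantile normalization, but it was −2.26 after centring, −2.81 under TMM and −2.88 under DESeq2.

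Replicates were compared across units. Pearson's r of log2(RPKM + 1) was 0.986 in IP and 0.983 in input, with Spearman's rho of 0.986 and 0.919. On the log2(RPKM + 1) scale, 97.4% of units in IP were within 2-fold between replicates, against 93.4% in input, where 90.1% of protein-coding genes were. By rank, agreement in input fell with depth: Spearman's rho was 0.946 for protein-coding genes, 0.594 for annotated ncRNAs and 0.421 for XUTs. Pearson's r fell less, at 0.977, 0.971 and 0.945. The share within 2-fold rose instead, to 98.4% for annotated ncRNAs and 99.4% for XUTs in input. Changes of units with few reads are small on this scale, so such units raise the 93.4%. Protein-coding genes were higher in input replicate 2 than in replicate 1, by a median of 0.54 on the log2 scale, against −0.08 in IP. No pair of libraries matched within sampling noise; the chi-square per unit was 8.22 for the IP pair and 233 for the input pair.

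Transcribed units were counted at 1 RPKM. In IP, 96.2% of 5129 protein-coding genes had a mean above it (96.1% and 96.2% in the replicates), 82.3% of 2009 annotated ncRNAs and nc-TUs (82.0% and 81.0%), and 81.7% of 1638 XUTs (80.04% and 79.9%). The input shares were 61.6% (47.0% and 70.1% in the replicates), 7.17% (5.87% and 9.06%) and 2.69% (2.14% and 3.66%). Median IP signal was 25.4 RPKM for protein-coding genes, 3.72 for ncRNAs with nc-TUs, and 2.70 for XUTs. The choice of threshold moved the XUT share most, to 59.8% at 2 RPKM.

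**Figure D1:**
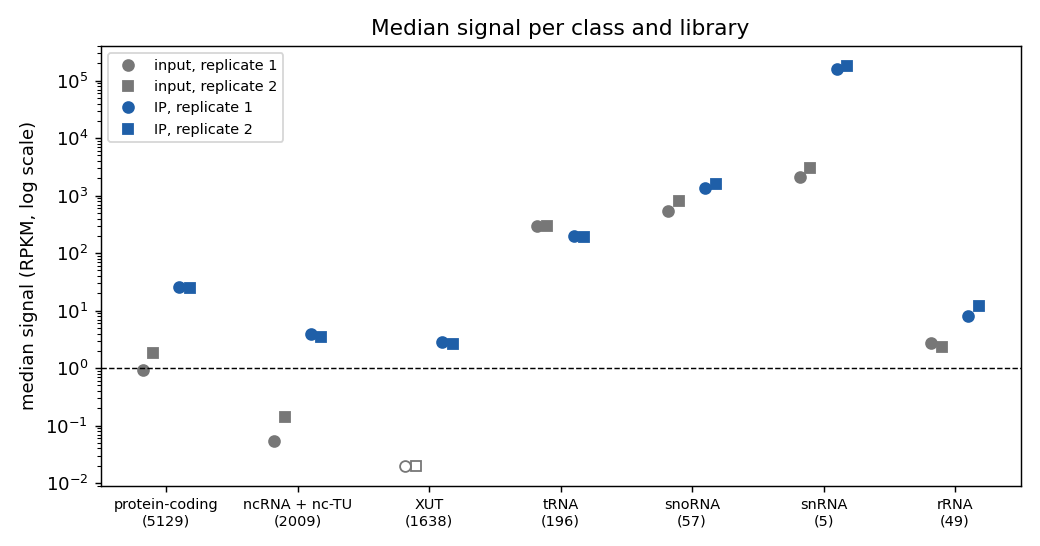
Median signal per class in RPKM (log axis), 1 point for each library, with the number of units under each class name; the dashed line is 1 RPKM and open symbols mark medians of 0. The IP medians of XUTs were 2.80 and 2.59 RPKM.

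The IP/input ratio was compared between ncRNAs (annotated ncRNAs and nc-TUs) and protein-coding genes. At the designed pseudocount the median ratio was 1.96 for 2009 ncRNAs and 3.27 for 5129 genes, a difference of −1.31 (permutation p = 1e-05, adjusted 1.4e-05, the smallest p that the resamples can give); the replicate pairs gave −1.52 and −1.08. The direction depended on the setting. It was the same in length-matched units (−1.22), above a mean of 1 RPKM (−0.79) and in units that share no nucleotides (−1.74). With pseudocount 0.1 the difference was 0.0625 (permutation p = 0.12). It was positive in units matched on IP signal, at 0.14, and with edgeR changes on recovered reads, at 0.63 (permutation p = 1e-05 for each). In both input libraries 70.6% of ncRNAs but 8.40% of genes had at most 3 reads, so the ratio of most ncRNAs rested on few input reads.

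**Figure D2:**
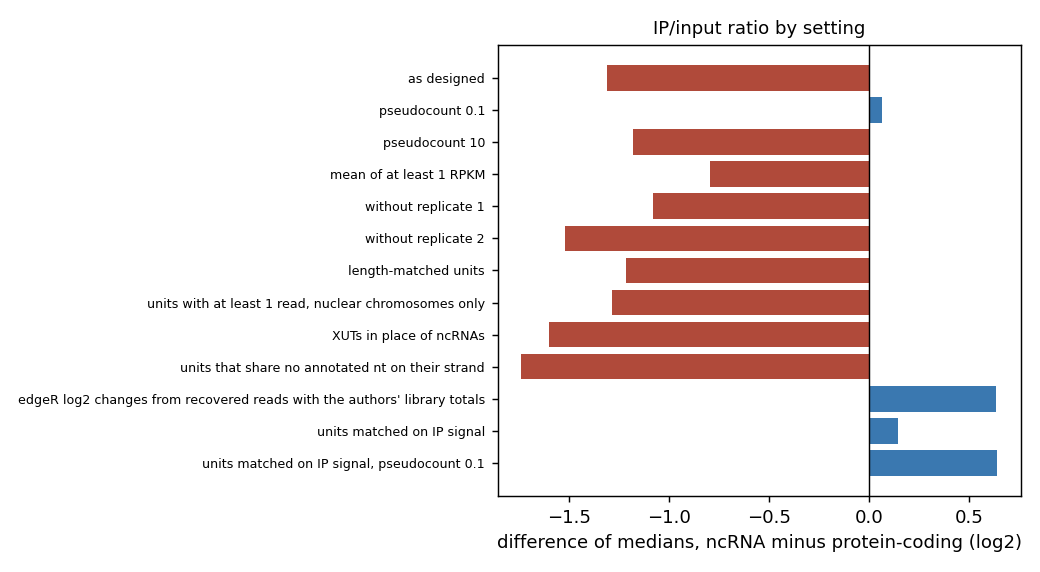
Difference of the median IP/input log2 ratio, ncRNAs or XUTs minus protein-coding genes, 1 bar for each setting. The bars run from −1.74 in units that share no nucleotides to 0.64 in units matched on IP signal with pseudocount 0.1, with −1.31 as designed, and the sign changes between settings.

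Sense nascent signal was then compared by antisense status, as assigned from annotated units. Genes whose antisense signal lies outside such units count among the genes without it, so that set is mixed. Antisense signal was assigned to 1587 of 5129 genes (30.9%). These had a median of 21.2 RPKM, against 27.6 RPKM for the other 3542 genes, a difference of −0.37 on the log2 scale (permutation p = 1e-05, adjusted 1.4e-05); the replicates gave −0.35 and −0.38. The effect was small next to the spread between genes: a gene with antisense signal was the higher of a random pair in 42.4% of pairs. In total RNA the same 2 sets of genes differed by −0.21, with medians of 1.15 and 1.49 RPKM. Those medians lie near the pseudocount of 1 RPKM, which shrinks the difference. Its size therefore cannot be compared with that in IP. Counting XUTs alone, a setting added after the data were seen, moved the difference most, to −0.58.

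Among genes with antisense signal, sense signal fell as the overlapped share of the gene rose (Spearman's rho −0.182, Pearson's r −0.191 across 1587 genes, both with permutation p = 1e-05). The median was 24.1 RPKM for 484 genes with up to 20% overlap and 17.0 RPKM for 346 genes above 80%. In total RNA the relation over the same 1587 genes had rho −0.142 (permutation p = 1e-05). The medians of those 2 classes were 1.29 and 0.870 RPKM there. Across 2317 pairs of gene and antisense unit, sense and antisense signal had rho −0.0943 and r −0.102 (both p = 1e-05, adjusted 1.4e-05). Over pairs with XUTs alone, rho was −0.0204 (permutation p = 0.50) and r −0.0647 (permutation p = 0.032), and over the 1231 pairs with annotated ncRNAs or nc-TUs alone rho was −0.180 (permutation p = 1e-05). Antisense signal was the higher in 16.0% of pairs. The 698 genes whose TSS lay within the antisense unit had a median of 21.7 RPKM, against 20.4 RPKM for the other 889, and did not differ (difference 0.08, permutation p = 0.77, adjusted 0.77). A TSS counted as covered when the annotated interval spanned it. Antisense signal at the TSS itself was not measured, so an effect of such signal is not excluded. The overlap and TSS comparisons were added after the data were seen.

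**Figure D3:**
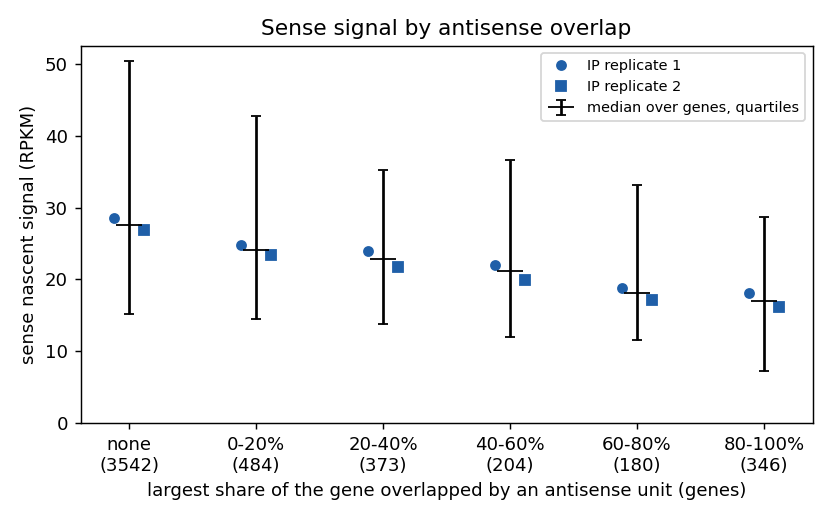
Sense nascent signal in RPKM by the largest share of the gene that an antisense unit overlaps; dashes are medians over genes with quartiles, and points are the medians of IP replicates 1 and 2. Medians fell from 27.6 RPKM in genes without an annotated antisense unit above 1 RPKM to 17.0 RPKM above 80% overlap. Quartiles were wide in each class. The class without such a unit can hold genes with antisense signal outside annotated units.

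Convergent genes were compared with the rest. The 2565 genes with a convergent neighbour had a median of 28.1 RPKM and the other 2564 had 22.8 RPKM, a difference of 0.29 (permutation p = 1e-05, adjusted 1.4e-05); the replicates gave 0.28 and 0.31, and total RNA gave 0.22. The total RNA medians were 1.58 and 1.21 RPKM, near the pseudocount, which shrinks that difference more than the one in IP. Widening the distance to 1000 bp gave 0.23 in IP. Among genes with antisense signal, the 803 without a convergent neighbour were lower than the 784 with one, by −0.21 (permutation p = 0.00055, adjusted 0.00067), a comparison added after the data were seen.

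Intron signal is expected in nascent RNA, and the log2 ratio of intron to exon signal was compared between IP and input in 129 genes where it could be derived. As designed, the ratio was lower in IP by a mean of −1.24 (sign-flip permutation p = 1e-05, adjusted 1.4e-05) and higher in only 12 genes. The median exon signal of these genes was 0.472 and 0.828 RPKM in the input libraries, under the pseudocount of 1 RPKM, and 14.9 and 13.8 RPKM in IP. With pseudocount 0.1 the difference was −0.81 (sign-flip permutation p = 0.00011), and the ratio was higher in IP in 49 genes. Pooled reads pointed the other way. In 86 genes with an intron longer than a read and no shared nucleotides, intron-only reads were 5.26% ± 0.126 (SD, n = 2) of gene reads in IP and 3.35% ± 0.214 (SD, n = 2) in input. The 95% Wilson intervals were 4.95 to 5.78% and 4.77 to 5.61% in IP, and 2.25 to 5.40% and 2.31 to 4.41% in input, from only 19 and 35 input reads. The log ratio and the pooled share differed in direction, and no direction is drawn from either.

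Of the loci fixed beforehand, the tagged subunit gene rpb3 (III, 1782897 to 1787006) had 68.6 ± 4.28 RPKM in IP and 1.72 ± 0.760 in input (SD, n = 2), a log2 change of 4.71 (SE 0.304, limma adjusted p = 0.00063), or 1.43 above the protein-coding median. The change of act1 (II, 1475485 to 1477317) was 2.64 (SE 0.474, limma adjusted p = 0.0067), and that of gal1 (II, 4488322 to 4490271) was 1.06 (SE 0.290, limma adjusted p = 0.025); relative to that median these changes were −0.63 and −2.22. All 11 fixed loci were past the threshold under the authors' scaling, with changes from 0.63 in SPBC8E4.05c to 4.71 in rpb3. Those of dfr1, exo2, puf5, rev3, cdt1, slu7 and SPBC660.16 (gnd1) were 3.16, 3.17, 3.08, 3.28, 2.98, 4.07 and 2.84. After the constant of centring was subtracted, 9 of the 11 had the opposite sign. One of these, SPBC8E4.05c, had 8 and 4 IP reads and none in input, so its sign there reflects the constant. Its change was 4.75 in edgeR with TMM (adjusted p = 0.40) and 1.26 in DESeq2 (adjusted p = 0.84), neither past the threshold.

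Of these genes, 6 have an antisense XUT, looked up after the data were seen. The IP means of gene and XUT were 13.1 and 8.63 RPKM for puf5 and XUT1322, 12.2 and 5.80 for rev3 and XUT0647, 35.7 and 2.71 for slu7 and XUT1122, 10.4 and 8.60 for cdt1 and XUT0194, 0.563 and 0.692 for SPBC8E4.05c and XUT0433, and 3.21 and 6.16 for gal1 and XUT0444.

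**Figure D4:**
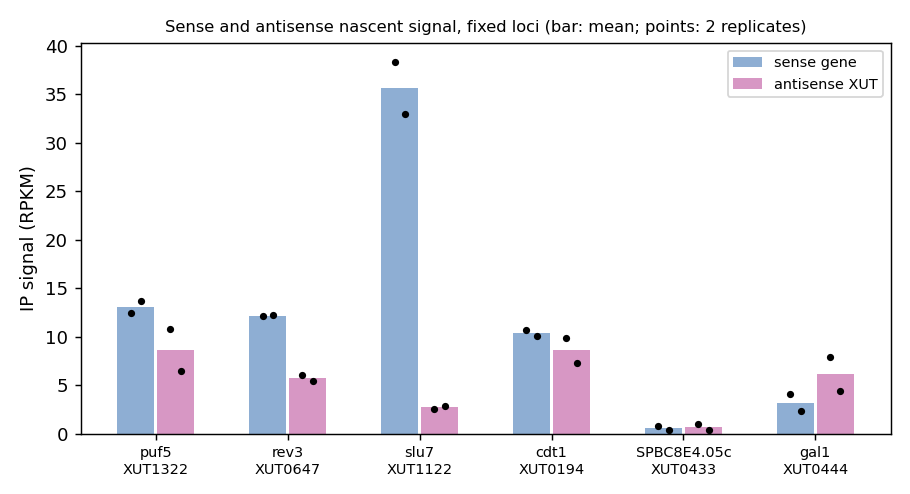
IP signal in RPKM of 6 genes and their antisense XUTs; bars are means and points the 2 replicates. The antisense XUT was above the gene for gal1, at 6.16 against 3.21 RPKM, in both replicates; for SPBC8E4.05c, with 0.692 against 0.563 RPKM from few reads, the replicates differed in direction.

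The largest increases were in snu4 (log2 change 8.14), novelncTU_451 (8.11), XUT1148 (7.96), SPNCRNA.258 (7.95) and an annotated ncRNA on the minus strand of chromosome II (625487 to 625917; 7.84), each with at most 3 reads in each input library. Of these, novelncTU_451 lies at III, 950006 to 950237, XUT1148 at II, 2809195 to 2809736, and SPNCRNA.258 at I, 5018722 to 5019072. Their IP signal was at least 114-fold, 200.5-fold, 591-fold, 272-fold and 345-fold higher than the input floor. The snu4 interval held 237 and 280 IP reads, while novelncTU_372, which spans it, held 53003 and 58459. The largest decreases were in tRNAs: scn2 (−5.70), SPBTRNAPHE.03 (−5.66), SPBTRNAPRO.07 (−4.90), SPBTRNATHR.07 (−4.87) and SPCTRNAARG.10 (−4.86). The highest units in IP were snu1, snu2, novelncTU_268 (which contains snu2), snu5 and SPCTRNAASP.08. In input they were the tRNAs SPCTRNAASN.06, SPBTRNAPRO.07, SPBTRNAHIS.02, SPCTRNAASP.08 and SPATRNAGLY.02.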

Values the study reported

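The study reported that 82% of annotated ncRNAs were above its threshold for transcription, with a median of 3.7 RPKM, against a median of 25.6 RPKM for protein-coding genes. From the signal and the read coverage on the antisense strand, both above a threshold, it found antisense transcription for 3455 protein-coding genes (68%). Sense and antisense nascent transcription had a Spearman coefficient of −0.19 in the study.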

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

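Choices in the design were fixed before the data were examined; the following alternatives were chosen after seeing the data: units or genes that share no nucleotides, nuclear chromosomes, matching on IP signal or GC content, length-matched genes in the antisense comparison, XUTs or annotated ncRNAs with nc-TUs alone, 1 pair per gene, total RNA in the same sets of genes, long introns, library totals without structural RNAs, RPKM set on the reads in the table, edgeR with the authors' totals, and the replicate block with centring or edgeR. So were all alternatives of the comparisons of TSS, overlap and convergence among genes with antisense. Length-matched units in the ncRNA ratio were in the design.

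The counts of units depended on the scaling. Against 8270 higher and 82 lower in IP, centring on the protein-coding median gave 812 and 4870 (926 and 5137 with the replicate block), quantile normalization 916 and 703, edgeR with TMM 1312 and 1312 (1449 and 1401 with the block), and DESeq2 617 and 1091. Protein-coding genes alone gave 5019 and 4, and units that share no nucleotides 5281 higher. Other pseudocounts, the filter at 1 RPKM, the block, no trend, a log2 change of at least 1 and edgeR with the authors' totals stayed within 1.5 times the designed counts. No counts were made without a replicate, since 1 library would be left in a group; the median protein-coding change ran from 2.97 to 3.54 when each replicate was left out. It was 3.27 as designed, 3.99 with pseudocount 0.1, 1.61 with pseudocount 10 and 0.91 with library totals that leave out tRNA, rRNA and snRNA reads, so most of the shift is carried by those RNAs.

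The IP/input ratio of ncRNAs against genes reversed, from −1.31 to 0.0625 with pseudocount 0.1, 0.63 with edgeR changes, 0.14 in units matched on IP signal and 0.64 in those with pseudocount 0.1; it kept its direction with length-matched units (−1.22), a mean of 1 RPKM (−0.79), XUTs in place of ncRNAs (−1.60) and units that share no nucleotides (−1.74). The intron ratio moved toward 0 with a smaller pseudocount, from −1.24 to −0.81; the input exons lay under the designed pseudocount, which pulls the input ratio toward 0 (means −0.60 and −0.79, against −1.99 and −2.32 with pseudocount 0.1), so its sign may be set in part by that choice. It lost its threshold only in genes with long introns, no shared nucleotides and pseudocount 0.1 (−0.46, sign-flip permutation p = 0.071).

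The lower sense signal of genes with antisense signal kept its direction and its side of the threshold in each alternative run, as did the convergent comparison and the relation with overlap. The planned antisense thresholds have no meaning for the convergent comparison and were not run there. The rho of sense and antisense signal ran from −0.0976 to −0.0964 without each IP replicate. It was −0.0204 with XUTs only and −0.180 with annotated ncRNAs and nc-TUs only. In input, where 89 pairs were left, it reversed to 0.415 (permutation p = 7e-05), and Pearson's r was 0.161 (permutation p = 0.12). The cause of the reversal was not tested. The TSS difference ran from 0.0717 to 0.0803 without each IP replicate and was −0.00534 with ncRNAs and nc-TUs only, never past the threshold. The comparison of genes without and with a convergent neighbour among genes with antisense ran from −0.226 to −0.203 without each IP replicate and was −0.152 in total RNA. The total RNA medians there were 1.05 and 1.27 RPKM, near the pseudocount, which shrinks that difference.

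Most shares above 1 RPKM moved by more than the spread between replicates, which was small. For protein-coding genes, ncRNAs with nc-TUs, and XUTs they were 97.2%, 90.8% and 91.8% at 0.5 RPKM; 94.8%, 68.7% and 59.8% at 2 RPKM; 95.7%, 77.0% and 73.1% when both replicates had to pass; 97.0%, 89.4% and 90.3% with totals that leave out structural RNAs; and 95.5%, 70.2% and 73.7% in units that share no nucleotides. With RPKM set on the reads in the table, ncRNAs and XUTs both came to 83.2%, and protein-coding genes stayed within that spread at 96.3%. Without each replicate the shares ran from 96.1 to 96.2%, 81.0 to 82.0% and 79.9 to 80.04%. Replicate r in IP and input was 0.965 and 0.956 with pseudocount 0.1, 0.990 and 0.977 for protein-coding genes, and 0.967 and 0.964 for ncRNAs; in input it was 0.983 above 1 RPKM, and rho was 0.919.

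Among the 29 named units, 38 changes reversed, all in fixed loci and all under another scaling, and 19 others were weaker. A reversal here is a change of sign and need not pass the threshold. The reversed values of exo2 passed under none of these scalings. After centring without the block, puf5, rev3 and dfr1 did not pass (limma adjusted p = 0.073, 0.37 and 0.16). Of the values reversed under quantile normalization, only that of gal1 passed (limma adjusted p = 0.0092). Centring subtracts 3.51 from every change, so it shows no more than which genes changed by less than that. With or without the block, the log2 changes were then −0.43 (puf5), −0.34 (exo2), −0.23 (rev3), −0.67 (SPBC660.16), −0.53 (cdt1), −0.86 (act1), −2.87 (SPBC8E4.05c), −2.45 (gal1) and −0.35 (dfr1). SPBC8E4.05c had no input read, so its negative values reflect the scaling, and its change relative to other genes is not decided. Its change was 4.75 in edgeR with TMM (adjusted p = 0.40) and 1.26 in DESeq2 (adjusted p = 0.84), neither past the threshold. Quantile normalization gave −0.13 (puf5), −0.40 (exo2), −0.26 (SPBC8E4.05c), −1.65 (gal1) and −0.0145 (dfr1). For exo2, SPBC660.16, act1, gal1 and dfr1, edgeR with TMM gave −0.37, −1.20, −1.44, −2.34 and −0.84; with the block, −0.36, −1.21, −1.44, −2.43 and −0.82; and DESeq2, −0.43, −1.27, −1.50, −2.42 and −0.88. The other named units did not reverse; rpb3 stayed positive after centring (1.20) and under quantile normalization (1.18), TMM (1.29) and DESeq2 (1.23), and slu7 was positive under each of these too.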

Other observations

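The tests of GC content across noncoding units and of the gene upstream were set down before their results were seen; the other tests here were chosen only after the result was seen. No biological explanation was tested by group, since the only groups are IP and input.

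The share of genes with antisense signal here was 30.9%. That is lower than the value quoted from the study above. It was counted from annotated antisense units, not from the antisense strand itself, and without the coverage threshold that the study added. Spearman's rho of sense and antisense signal here was −0.0943. That is weaker than the value quoted from the study above, but the measures differ. The rho here is over 2317 pairs and uses signal over whole annotated units, while the study used the antisense strand of genes. With annotated ncRNAs and nc-TUs only, rho here was −0.180, and with XUTs only −0.0204. The study defined TSS overlap by antisense read coverage around the TSS and found such genes less transcribed. The TSS classes here rest on annotated intervals and do not test that result.

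The lower IP/input ratio of ncRNAs may come in part from the pseudocount. The difference was −1.31 as designed, 0.0625 with pseudocount 0.1 (permutation p = 0.12) and −1.18 with pseudocount 10. Among units matched on IP signal it was 0.14, but IP signal is itself part of the ratio, so that match alone cannot decide the question.

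The snRNAs had the highest median change of the classes under the authors' scaling, centring, quantile normalization, TMM and DESeq2. A candidate explanation is that mature snRNAs came down with RNAPII. In that case snu6, which RNA polymerase III makes, should rise too. Its log2 change was 4.39, which is 1.11 above the protein-coding median, while the median of tRNAs was −0.78. The size of this lead depends on the pseudocount: at 0.1 the change of snu6 in limma was still 4.39, but the protein-coding median rose to 4.002, which left a lead of 0.39. In edgeR with the authors' totals the values were 4.37 and 4.05. In edgeR with TMM they were 0.28 (adjusted p = 0.43) and 0.07, so there the rise of snu6 did not pass the threshold, and 4 of the 5 snRNAs were called higher. No control IP was used here, so carry-over cannot be separated from association.

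By limma under the authors' scaling, 4 protein-coding genes were lower in IP (bmt2, lcp1, SPAC17G6.03 and SPBC1271.08c). The count was 3 with the replicate block. Without the block it was 432 under quantile normalization, 765 under DESeq2, 985 under TMM and 1784 after centring. Each of the 4 overlaps a small RNA on the same strand, as do 20 protein-coding genes in all. These 4 genes may be low because of reads of small RNAs on the same strand counted in the gene, and cannot be told apart from that. Among 3914 genes that share no nucleotides, 0 were lower under the authors' scaling (0 at an unadjusted p of 0.05). However, leaving out shared nucleotides removes these 4 genes by construction, so that count is no independent test.

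snu4 had no input read. Only 0.464% of the IP reads of novelncTU_372, which spans it, lay in the annotated interval, so the interval may miss most of the RNA it names, and the change of snu4 is not a measure of that RNA.

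Genes with antisense signal had lower sense signal. Gene length accounted for at most a part of it: the difference was −0.31 in length-matched genes, against −0.37 over all. Median GC content was 36.7% in both sets, so matching on it (−0.37) had nothing to correct and is no test. Sense reads assigned to the wrong strand would give highly transcribed genes more antisense signal, the opposite of this pattern, so the rho of −0.0943 between sense and antisense signal is no test of it. That rho was −0.0204 with XUTs only and 0.415 in input. The authors' counting of reads that touch several features was not tested beyond leaving out units that share nucleotides. The same sets also differed in total RNA, and nothing here shows that antisense transcription lowers sense transcription.

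Sense signal rose with GC content across 5118 genes (rho 0.420). A GC bias of the libraries should act on noncoding units too, but across 1691 ncRNAs, nc-TUs and XUTs that share no nucleotides rho was 0.0340, so such a bias is unlikely to be the whole cause. XUTs alone gave 0.119. Across 3968 protein-coding genes rho was 0.428 in IP and 0.383 in input, against 0.0540 in input across the noncoding units. A bias common to both kinds of library therefore remains possible as a part of the cause.

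Nascent signal of noncoding units followed that of the gene upstream on the same strand when the gap was at most 500 nt (rho 0.366 over 240 pairs), and less so when it was over 1000 nt (rho 0.0724 over 1273 pairs). The difference of 0.293 had a permutation p of 1e-04, the smallest that 10000 draws can give. This is consistent with polymerases that run on from the upstream gene and contribute reads to the annotated unit, though shared chromatin over short distances was not tested.

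The 11 mitochondrial protein-coding genes, which another polymerase transcribes, had a median of 613 RPKM in IP and 177 RPKM in input. Their median log2 ratio was 1.32, below the 3.27 over all protein-coding genes. A ratio above 0 here describes shares of a library and is no sign of enrichment by the IP.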
